A study of Mus musculus with 6 samples. Its data were reported in "Microarray profiling of miRNA and mRNA expression in Rag2 knockout and wild-type mouse spleens" (2018).

How the data were processed

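Spleen RNA from 3 Rag2 knockout (KO) mice and 3 wild type mice was measured on the Illumina MouseRef-8 v2 BeadChip, a glass array that carries beads coated with gene-specific oligonucleotide probes. Each mouse was measured on 1 array, and no RNA was pooled. The study gives the mice as about 1 year old and of the same congenic background. It bought its Rag2 KO line, and its methods mention no littermate controls. Differences between colonies, if any, therefore cannot be told apart from genotype. According to the methods of the study, total RNA was amplified into biotinylated cRNA, hybridized to the beads and stained with streptavidin-Cy3. The submitters' processing notes name GenomeStudio 2011.1 for the extraction of the signals.

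The deposited values were log2 signals that the authors had quantile normalized across the arrays. The quantile step was checked on the values. The log base was taken as 2 and was not tested, with values from 6.47 to 15.96. The 6 arrays had the same distribution, with sorted values that differed by at most 0.00043 log2 between arrays. Any background correction, offset before the logarithm or filter on detection was not given in the sources used here. Quantile normalization gives every array the same distribution of signals, so a shift of most transcripts in 1 direction would be removed. The balance of rises and falls below is therefore relative to that common distribution. Detection p-values were not used here, and a signal near the bottom of the range holds mostly background, so fold changes of dim probes are understated.

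The table held 25697 probes with 0 missing values, and none was removed for the main comparison. Groups and replicate numbers were taken from the sample labels. The table keys its rows by Illumina probe ID only. None of these IDs was matched in the mouse gene table used here (0 IDs found), and no other annotation of the probes was used, so probes were not paired with genes here. For that reason the gene list tests, the named genes and the housekeeping genes that had been set out beforehand were not analysed here. The Rag2 transcript was not analysed here either, so the genotype labels could not be checked against the targeted gene.

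Rag2 KO arrays were compared with wild type arrays in R 4.3.3 with limma 3.58.1. A linear model was fitted to the log2 signal of each probe, the standard errors were moderated by empirical Bayes, and the two-sided p-values were adjusted by the Benjamini-Hochberg method over all 25697 probes. The fit had 4 residual degrees of freedom and gained 4.20 from the prior. A probe was called at an adjusted p under 0.05, and calls of at least 2-fold were counted separately because the study used that fold. The study's own test was the local pooled error (LPE) test, which estimates the error of a probe from probes of similar signal. That test was re-implemented with 100 signal bins and a smoothing spline of 10 degrees of freedom, and served as an alternative. Fold changes are given as Rag2 KO minus wild type on the log2 scale. The probes named are the 2 with the highest and the 2 with the lowest log2 fold change among called probes whose groups did not overlap. The rule set beforehand allowed for more, but IDs without gene names were kept to this number. The test, the thresholds, this ranking and the alternatives listed at the end were fixed before the data were examined. The summaries by size of change and by signal level, the counts of probes near background and the spread within groups were chosen afterwards.

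The limma and LPE code was tested on simulated data for this comparison, with 25697 probes of which 200 were changed. The simulated noise was independent between probes, and each probe had the same SD in both groups. Far fewer probes were changed than were called in the real comparison (6948). The shares recovered therefore describe the code and do not carry over to the real data. limma recovered 64.2% of the probes changed 1.5-fold, 79.1% of those changed 2-fold and 98.5% of those changed 4-fold. Of 170 probes that limma called in this simulation, 9 (5.29%) had not been changed. With no probe changed, limma called 0 probes after adjustment, with 5.09% of probes at an unadjusted p under 0.05. LPE recovered 67.2%, 98.5% and 100% at 1.5-, 2- and 4-fold in the simulation with changed probes. With no probe changed, it called 68 probes after adjustment, with 4.3% at an unadjusted p under 0.05.

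The alternatives were the replicate number as a block, cyclic loess, 2 filters on dim probes, an intensity trend with robust estimation, array weights, LPE, a stricter threshold, a test against a fold of 2 and the omission of each array in turn. The chip and position of each array were not given in the sources used here, so no batch could be tested. The number of arrays limits the precision.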

Results

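Rag2 encodes a subunit of the recombinase that cuts DNA during V(D)J recombination, a step that B and T lymphocytes need in order to mature. The spleen is a lymphoid organ that also filters blood and, in mice, makes blood cells. To describe how the abundance of spleen transcripts differed between Rag2 KO and wild type mice, 3 Rag2 KO arrays were compared with 3 wild type arrays, each from a separate mouse. RNA came from spleen tissue with all its cells. A change in the share of a cell type and a change within cells therefore cannot be told apart for any probe below. Signals were obtained for 25697 probes and ranged from 6.47 to 15.96 log2 units. The median probe lay at 7.29 on each of the 6 arrays, with quartiles at 6.96 and 9.02. Probes are given by their array IDs because they were not paired with genes here.

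The spleens of the 2 genotypes had clearly separate profiles. Over all probes, the correlation between a Rag2 KO array and a wild type array was 0.953 to 0.969 (9 pairs). It was 0.995 to 0.996 within the Rag2 KO group (3 pairs) and 0.989 to 0.993 within the wild type group (3 pairs). The Euclidean distance between arrays was 67.1 to 82.3 across genotypes, compared with 24.3 to 27.8 among Rag2 KO arrays and 32.5 to 40.3 among wild type arrays. The first principal component held 79.6% of the variance and placed the Rag2 KO arrays at 31.8 to 37.5 and the wild type arrays at -42.4 to -29.5. The second component held 8.70% and mainly parted wild type 2 (-16.8) from wild type 3 (20.6).

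**Figure D1:**
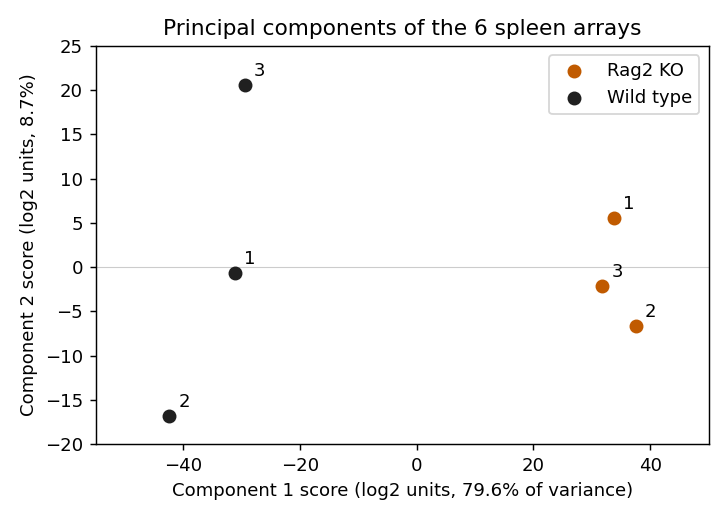
Scores of the 6 spleen arrays on the first and second principal components of the log2 signals (log2 units), with replicate numbers beside the points. The Rag2 KO arrays lie between 31.8 and 37.5 on component 1 and the wild type arrays between -42.4 and -29.5.

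Many of the measured spleen transcripts differed in abundance between Rag2 KO and wild type mice, in both directions. At an adjusted p under 0.05 (limma), 6948 probes (27% of all) were called, of which 3546 were higher and 3402 were lower in Rag2 KO spleen. Most of these differences were modest, since 3780 of the called probes changed less than 1.5-fold and 2186 changed 1.5- to 2-fold. A change of at least 2-fold was called for 982 probes (3.82% of all), 536 higher and 446 lower in Rag2 KO. In all 982, the 3 values of one genotype lay wholly above the 3 of the other. A called change of this size nearly ensures that, given the small spread within groups. Non-overlapping groups were seen for 10224 probes (39.8%), where chance gives 10%.

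The number of calls depended on the threshold. At an adjusted p under 0.01, 4494 probes were called, 2333 higher and 2161 lower. When limma tested each change against a fold of 2 instead of against no change, 217 probes passed. The LPE test called 5187 probes, 2976 higher and 2211 lower, so that 57.4% of its calls were rises compared with 51% for limma. Without a test, 986 probes differed by at least 2-fold between the group means, 539 higher and 447 lower. All 986 also had an unadjusted LPE p under 0.05, and 985 had an unadjusted limma p under 0.05. With so small a spread within groups, a change of this size nearly ensures such p-values.

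Although rises of at least 2-fold outnumbered falls, the largest changes were falls. At 3-fold or more, 88 called probes were higher and 154 were lower in Rag2 KO. At 4-fold or more the numbers were 25 and 93, and at 8-fold or more they were 1 and 32. At 16-fold or more, 10 probes were lower and 0 were higher. A fold change with 1 genotype near background is limited by it in either direction, so these counts are of measured folds. The 99th percentile of the log2 fold change was 1.22 and the 1st percentile was -1.29, whereas the highest and lowest values were 3.83 and -6.50.

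**Figure D2:**
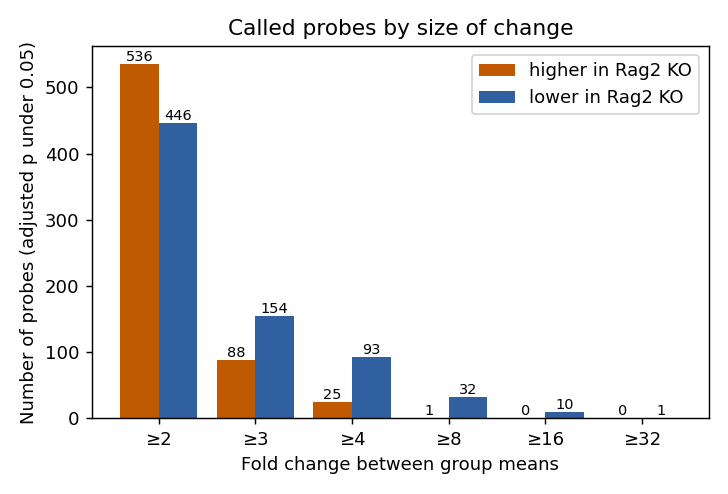
Number of called probes (adjusted p under 0.05, limma) that were higher or lower in Rag2 KO spleen, at or above each fold change between group means. Rises lead at 2-fold (536 and 446), and falls lead from 3-fold upwards (88 and 154).

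The 2 largest falls were at probes with strong signals in wild type spleen. Falls this large need a strong starting signal, because the lowest signal on any array was 6.47. The signal of probe ILMN_1221820 was 13.60 ± 0.03 in wild type and 7.10 ± 0.02 in Rag2 KO (mean ± SD, n = 3 each), a log2 fold change of -6.50 (SE 0.06, adjusted p = 8.65e-10, limma). This is a 90.8-fold difference, and the Rag2 KO signal lay below the median probe, so the fold is limited by background. Probe ILMN_1246266 fell from 12.46 ± 0.28 to 7.78 ± 0.17 (n = 3 each), a log2 fold change of -4.68 (SE 0.14, 25.6-fold, adjusted p = 8.59e-07, limma). Both were lower in 3 of 3 Rag2 KO arrays than in any wild type array, which the rule for naming probes required.

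The 2 largest rises started from different levels. Probe ILMN_1241001 was below the median probe in wild type, at 6.81 ± 0.11, and reached 10.64 ± 0.02 in Rag2 KO (n = 3 each), a log2 fold change of 3.83 (SE 0.07, 14.2-fold, adjusted p = 7.5e-08, limma). Its wild type signal lay in the background range, so this fold too is limited by background. Probe ILMN_2826110 already had a signal of 9.48 ± 0.32 in wild type and rose to 12.47 ± 0.13 in Rag2 KO (n = 3 each). Its log2 fold change was 2.99 (SE 0.15, 7.95-fold, adjusted p = 9.19e-06, limma). Both were higher in 3 of 3 Rag2 KO arrays than in any wild type array, again as the rule required.

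**Figure D3:**
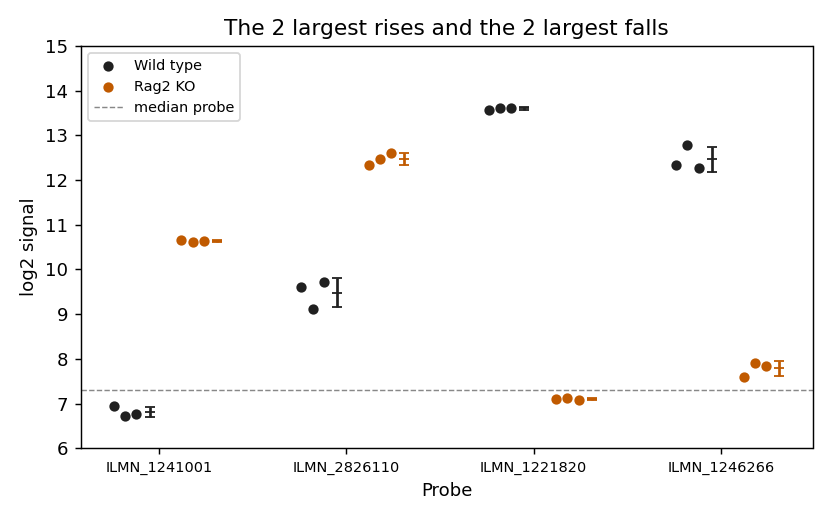
Log2 signal of the 2 probes with the largest rise and the 2 with the largest fall on each of the 6 arrays, with mean and SD (n = 3) beside the points and the median probe (7.29) as a dashed line. ILMN_1221820 lies at 13.60 in wild type and 7.10 in Rag2 KO, and ILMN_1241001 at 6.81 and 10.64.

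Transcripts that went from a clear signal to background were more often lost than gained in Rag2 KO spleen. For 10 probes, all Rag2 KO arrays lay below the median probe while the wild type mean lay more than 2 log2 units above it. The reverse held for 1 probe, ILMN_1241001. With a margin of 1 log2 unit the numbers were 34 and 7. A signal below the median probe was taken as background by level alone, which does not show that the transcript was absent.

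The share of called probes was higher among bright probes. Among the 12848 brighter probes, 6393 (49.8%) were called, compared with 555 (4.32%) of the 12849 dimmer probes. Signal was averaged over all 6 arrays, so a large change in itself moves a probe out of the dimmer set. In deciles of mean signal, the share called was 0.467% in the lowest decile, 0.311% in the second and 35.5% in the sixth. It was level from the seventh decile upwards, between 50.9% and 54.9%, with 53% in the brightest. The median log2 fold change lay between -0.027 and -0.005 in every decile. Quantile normalization largely keeps such medians small, so they do not show that a common shift was absent.

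**Figure D4:**
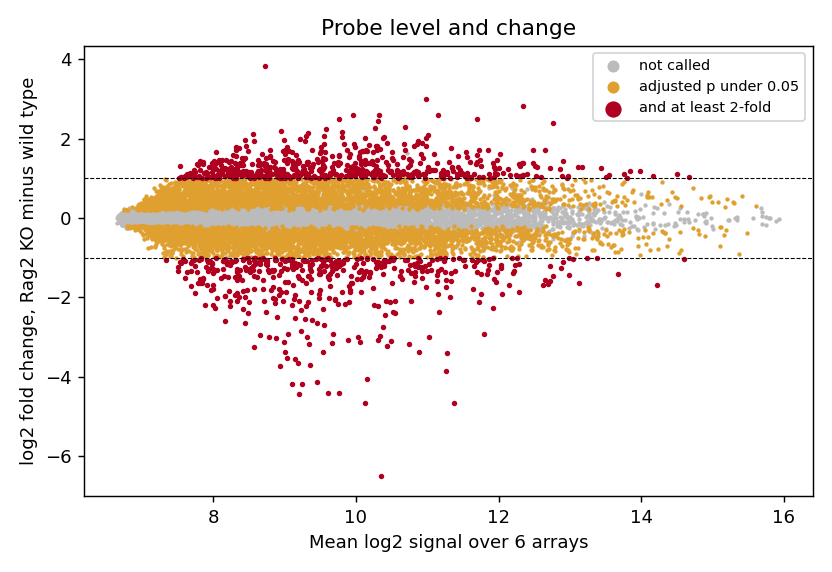
Log2 fold change (Rag2 KO minus wild type) of each of 25697 probes against its mean log2 signal over 6 arrays, with called probes in orange, called probes of at least 2-fold in red and dashed lines at 2-fold. The 446 falls in red extend to -6.50 and the 536 rises to 3.83.

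Arrays of the same genotype differed less than arrays of different genotypes did, and the wild type arrays differed more among themselves than the Rag2 KO arrays. The median SD within a group was 0.08 log2 units in Rag2 KO and 0.10 in wild type (n = 3 each), and 64.5% of probes had the larger SD in wild type. A range of at least 2-fold among the 3 arrays of a group was seen for 101 probes in wild type and 37 in Rag2 KO, with 9 in both. Of these, 72 of the wild type probes and 25 of the Rag2 KO probes were not called between genotypes. These differences in spread were described without a test.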

Values the study reported

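The study reported that 936 genes changed 2-fold or more between Rag2 KO and wild type spleens. That count is of genes, whereas the counts above are of probes that were not paired with genes, so they are not like for like.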

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

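The root mean square SD below and a centring of each array on its brightest 40% of probes were chosen after the results were seen. Of 200 alternative values, 196 kept their direction and call or stayed within 1.5 times the main count. This share overstates stability, since many of the values could hardly move or were not separate. The named probes had been picked as the most extreme in the same data. The counts at 2-fold between group means were the same with and without the LPE p. An adjusted p under 0.01 called 4494 probes (2333 higher, 2161 lower) in place of 6948. The limma test against a fold of 2 called 217 in place of 982, since it asks for more than the fold itself.

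With the replicate number as a replicate block, limma called 7161 probes, of which 6590 were shared with the fit without it, and 984 of at least 2-fold. Deviations of same-numbered arrays correlated across probes at 0.106, 0.115 and 0.0161, so the numbers were not taken as pairs, and not every array correlated best with its own number.

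Leaving out each array in turn gave 5220 to 7294 called probes, 864 to 1097 of at least 2-fold and 869 to 1100 at 2-fold between group means, with or without an unadjusted LPE p under 0.05. Cyclic loess gave 6896 (54.4% higher) and 1000. The filters on dim probes gave 6497 and 5559, array weights 7262, the trend with robust estimation 7092 and LPE 5187. The 4 named probes kept their direction and call under all settings that were run for them. The ratio of root mean square SD, wild type over Rag2 KO, was 1.34, and 1.23 to 1.53 without each array in turn.

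Centring on the array median or on the brightest probes was void, since the table was quantile normalized. Centring on housekeeping genes and the alternatives for gene lists were not run, as probes had no gene names. Low signal over background limits what dim probes can show.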

Other observations

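The following tests were chosen only after the result was seen: both counts over splits of the arrays, the distance between the closest wild type arrays, the medians and the correlations by decile along the genotype difference, and both tests of the sizes of rises and falls. Single arrays that stood apart were rare. Wild type 3 differed by at least 2-fold from both other wild type arrays in the same direction for 19 probes, wild type 2 for 10 and wild type 1 for 4. Rag2 KO 3 did so for 6 probes, Rag2 KO 1 for 3 and Rag2 KO 2 for 1.

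The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 6948 probes with limma and the highest of the other splits called 0. For calls of at least 2-fold the real split gave 982 and the highest other gave 0. In each case 1 split, the real one, gave a count as large. At an unadjusted p under 0.05, the other splits gave 198 to 760 probes and the real one 9118. Every other split mixed the genotypes, so the genotype difference widened the spread within its groups and held its counts down. The counts over splits therefore cannot show whether the real count exceeds what chance gives.

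The 3 wild type arrays spread more than the 3 Rag2 KO arrays. With 3 mice per group, probes that are not independent and no test, this difference may itself be chance. A single deviating array is argued against, because the closest wild type pair was 1.17 times as far apart as the farthest Rag2 KO pair. A higher signal of the changed probes in wild type is argued against as the whole cause. Probes at least 2-fold higher in Rag2 KO still had a median SD ratio of 1.37, wild type over Rag2 KO. The ratio was 1.34 for the 3953 probes of the brightest 40% that changed under 1.2-fold, compared with 1.37 over all probes. The ratio of 1.89 for probes at least 2-fold lower leaves a higher signal open as a part of the cause for those probes. Noise shared by all probes of the wild type arrays may contribute, since the ratio was 1.25 among the dimmest 40% of probes, although by decile of signal it ran from 1.07 in the lowest to 1.64 in the fifth. Variation between mice, such as in the makeup of the spleen piece taken, stays open and was not tested.

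Wild type arrays also differed along the direction that separates the genotypes, with r = -0.294 across probes between wild type 2 minus wild type 3 and Rag2 KO minus wild type 1. Probes are not independent replicates, 6 such relations were computed, and one among Rag2 KO arrays (Rag2 KO 2 minus 3) had a similar size at 0.232. Cyclic loess left r at -0.293 and hardly altered any of the 6 relations. It altered wild type 2 minus wild type 3 by a median of 0.00328 log2 in absolute size, against an SD of 0.252. Little shift shared by probes of like signal was thus left after quantile normalization. These values argue against such a shift in the deposited signals as the cause of r. Within deciles of signal, the median r was -0.211. It ran from -0.344 to -0.274 in the 5 brighter deciles and from -0.147 to -0.0279 in the 5 dimmer. With so little shift left to remove, r within deciles could hardly change for that reason, so the deciles add little to this. As a hypothesis, the wild type pieces may have held different shares of the cells that Rag2 KO spleens lack: the median of wild type 2 minus wild type 3 was 0.21 log2 over probes at least 2-fold lower in Rag2 KO than in wild type 1, and -0.19 over probes at least 2-fold higher (0.186 in the predicted direction). These probes were chosen along the same direction, so the medians largely restate r. Without named marker genes, the hypothesis and other effects of array handling cannot be told apart.

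The largest falls in Rag2 KO spleen exceeded the largest rises. A ceiling of the scale is argued against as the whole cause, because among the 25319 probes with a wild type mean at least 3 log2 units below the highest signal, 87 fell and 25 rose by at least 4-fold, a ratio of 3.48. Rises compressed by a start in background stay open: 5.01% of the rises of at least 2-fold started below the median probe and 11.6% of the falls ended there (a difference of -6.62 percentage points), but a rise compressed below 2-fold is not counted, so these shares decide nothing. A candidate explanation is the loss of cell types whose own transcripts have few other sources in spleen, which was not tested because no marker genes could be named. A common shift removed by quantile normalization also stays open.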
